A study of Homo sapiens with 6 samples. Its data were reported in "A transcriptome analysis identifies molecular effectors of unconjugated bilirubin in human neuroblastoma SH-SY5Y cells" (2009).

How the data were processed

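Total RNA from SH-SY5Y cells was labelled with the one-cycle protocol of the array maker and hybridised to Affymetrix human oligonucleotide arrays, 1 array per sample. The deposited values are generalised log2 signals per probe set, which the authors obtained by variance-stabilising normalisation (justvsn) in R 2.5.0, named in the submitters' processing notes. How probes were combined into probe sets is not given in the sources used here. The authors removed probe sets without a Present call before their own test, but the deposited log2 table holds 22277 rows, including 62 control probe sets of the array maker. Detection calls were not used here, so no probe set was removed by them. The generalised log2 scale compresses differences of dim probe sets, and fold values given here are 2 to the power of the difference and understate such changes. The series used here holds arrays at 24 h only, so earlier time points were not analysed. The p-values measure spread between these cultures of 1 cell line.

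Groups came from the sample labels, with 3 arrays at Bf 140 nM and 3 at DMSO 0.6%, all at 24 h. The labels describe separate flasks and independent replicates. Between any pair of arrays 0 probe sets had identical values, and correlations between arrays ran from 0.972 to 0.996. The labels number the replicates 1 to 3 in each group without saying what a number shares. Over probe sets, the deviations of same-numbered arrays from their group means correlated at 0.418, 0.509 and 0.704, all above the limit of 0.1 set for pairing, while differently numbered arrays correlated between -0.505 and 0.168. The numbers were therefore taken to pair the arrays. Of the variation over probe sets, 57.4% lay between numbers, 26.5% between groups and 16.1% was left over.

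Probe sets were named through the platform annotation supplied with the values: 19064 of the 22215 tested named 1 gene, 1043 several and 2108 none. Gene identifiers of 19052 matched the reference gene table (GRCh38.p14, used for names only), and 0 symbols needed an update. Probe sets naming several genes or none were tested but not named. Each of 11963 genes was represented by its brightest probe set over all 6 arrays.

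Differences were tested with lmFit and eBayes of limma 3.58.1 in R 4.3.3, two-sided, without a block, with Benjamini-Hochberg adjustment over the 22215 probe sets and a threshold of 0.05. Values after ± are SD where stated and otherwise the moderated standard error of limma from the fit without a block. That error includes the spread between replicate numbers. The 29 gene lists were tested with camera at a preset correlation of 0.01, with Benjamini-Hochberg adjustment over the lists. camera with an estimated correlation and fry, a rotation test of whether the members move one way, were run beside it. The lists, drawn up from general knowledge after reading the study, the tests and the alternatives were fixed before the data were examined. A few genes stand in more than 1 list, and the NRF2 list shares the most, 3 of its 20 members. Named genes were chosen by a rule fixed at the same time: the 15 largest rises and 10 largest falls past the threshold with the groups apart; with fewer than 5 falls, the 5 lowest genes with the groups apart and an unadjusted p under 0.01, as values that did not pass; for each list up to 4 members past the threshold, or the 2 with the largest difference where none passed; and 10 genes regardless of outcome. Since no gene passed, the first part named none and the others 66 genes. Further members of the lists and the other genes called with the block were named after their values were seen.

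Alternatives were quantile normalisation, median centring, filters on dim probe sets, the replicate block, an intensity trend, array weights, leaving out each array, SAM over all 20 label permutations, a threshold of 0.10, leaving out probe sets that share sequence between transcripts, and averaging the probe sets of a gene. SAM was written for this work after the published statistic. Blocks with other filters, thresholds or left-out pairs, SAM on the brighter probe sets and a covariate for RNA integrity were added after seeing the data.

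The tests were tried on simulated data with the replicate structure of these arrays and known fold changes, in 10 simulations of 22215 probe sets. With noise variances drawn from the prior fitted by limma, the fit without a block called 63.8% of 2-fold and 97.0% of 4-fold changes, and the blocked fit 95.8% and 100.0%. Among the calls of the blocked fit 6.04% were unchanged probe sets, against 0.447% without the block. When each probe set instead kept its own moderated variance, this share was 9.12% for the blocked fit, above its nominal 5%. In the simulations every treated array changed by the same amount. With no change and independent genes, camera at the preset correlation called 0 lists in 20 simulations. The correlation estimated within the lists reached 0.871, for ribosomal proteins. These simulations therefore do not cover false list calls among correlated genes.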

Results

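The human neuroblastoma line SH-SY5Y, an established cell line with a neuron-like character, was exposed for 24 h to unconjugated bilirubin (UCB) at a free bilirubin concentration (Bf) of 140 nM, or to the solvent alone (DMSO 0.6%). Transcript levels were measured on 6 oligonucleotide arrays, 3 from UCB-treated cells and 3 from control cells, and the replicates of each group were numbered 1 to 3. Values are generalised log2 signals, and their medians over 22215 probe sets ranged from 7.92 to 8.04 between arrays. The number of arrays limits the precision of every comparison. In both groups the array numbered 3 had the largest difference between the 3′ and 5′ probe sets for beta-actin, a measure of RNA integrity, with 1.23 log2 units after UCB and 0.82 in the control. On the other 4 arrays this difference lay between 0.13 and 0.44. Arrays with the same number deviated together, so counts and list calls are also given with the number as a block where these differed.

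The comparison addressed which transcripts differ in cells after 24 h of UCB. Tested by camera at a preset correlation, gene lists of the response to unfolded protein in the endoplasmic reticulum (ER), of its ATF4 and CHOP branch and of amino acid supply were called higher after UCB, and lists of mitosis and DNA replication lower. With an estimated correlation none of the 29 lists was called, and the smallest adjusted p was 0.180. *DDIT3*, which encodes the transcription factor CHOP, had a signal of 11.58 ± 0.75 (SD, n = 3) after UCB and 8.95 ± 0.21 (SD, n = 3) in the control, a 6.18-fold difference. *NIBAN1*, also known as *FAM129A*, was 6.68-fold higher, the cystine transporter gene *SLC7A11* was 6.06-fold higher, and the pseudokinase gene *TRIB3* was 5.87-fold higher. Each of these 4 genes was higher in all 3 pairs, and its treated arrays lay above all 3 control arrays. No single probe set passed the limma test at an adjusted p under 0.05, with 0 higher and 0 lower of 22215 and a smallest adjusted p of 0.162. At an unadjusted p under 0.05, 1031 probe sets were higher and 697 lower, which is 7.78% of all tested. With the replicate number as a block these counts were 1822 and 1812, together 16.4%. Without the block, 3 of the 9 other splits of the arrays into 3 and 3 gave more. None of these 3 parts all pairs, that is, sets same-numbered arrays on opposite sides. The other splits that part all pairs gave 174, 185 and 102 probe sets, against 1728 for the real split. SAM, a permutation-based test that the original work also used, called 43 probe sets higher at a false discovery rate of 5% and 96 at 10%, with 0 lower in both. With the replicate number as a block, limma called 12 probe sets higher and 4 lower, with 225 and 112 when pair 1 was left out and 0 of either when pair 2 or pair 3 was. Without the UCB array numbered 2, the unblocked limma fit called 13 probe sets higher and 0 lower. The 3 treated arrays were all above the 3 controls for 1610 probe sets and all below for 1229, together 12.8% of the probe sets. For 6 exchangeable arrays chance gives 10%, a value that leaves the pairing out. Of the 9 other splits 3 gave more than 12.8%, none of them a split that parts all pairs. The other splits that part all pairs gave at most 5.04%.

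The genes that had been followed by quantitative PCR were examined regardless of outcome. *HERPUD1*, whose product takes part in the degradation of ER proteins, differed by 1.96 ± 0.26 log2 units (SE), which is 3.89-fold. The transcription factor gene *XBP1* was 2.54-fold higher (1.34 ± 0.24 log2 units) and *HSPA5*, which encodes the ER chaperone BiP, was 2.27-fold higher (1.18 ± 0.21 log2 units). The adjusted p from limma lay between 0.271 and 0.348 for all 7 of these genes. With the replicate block, *HERPUD1* and *SLC7A11* rose, both with an adjusted p of 0.0472, while the other 5 lay between 0.0518 and 0.0718. Without the UCB array numbered 2, *SLC7A11* and *TRIB3* rose without a block, with adjusted p of 0.0274 and 0.0432, as did *WIPI1* and *SARS1*, described further on, at 0.0274 and 0.0432. Among the brighter probe sets *NIBAN1* rose without a block, with an adjusted p of 0.0391. The transporter gene *ABCC1* differed by -0.24 ± 0.17 log2 units, and by -0.05 without the UCB array numbered 1. The reference genes *ACTB* and *GAPDH* differed by -0.18 ± 0.12 and -0.04 ± 0.15 log2 units and did not pass the limma test (adjusted p of 0.859 and 0.996). Leaving out 1 array moved *ACTB* to between -0.31 and -0.11 and *GAPDH* to between -0.16 and 0.07, and the sign for *GAPDH* turned to 0.06 log2 units when the arrays were quantile normalised again.

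**Figure D1:**
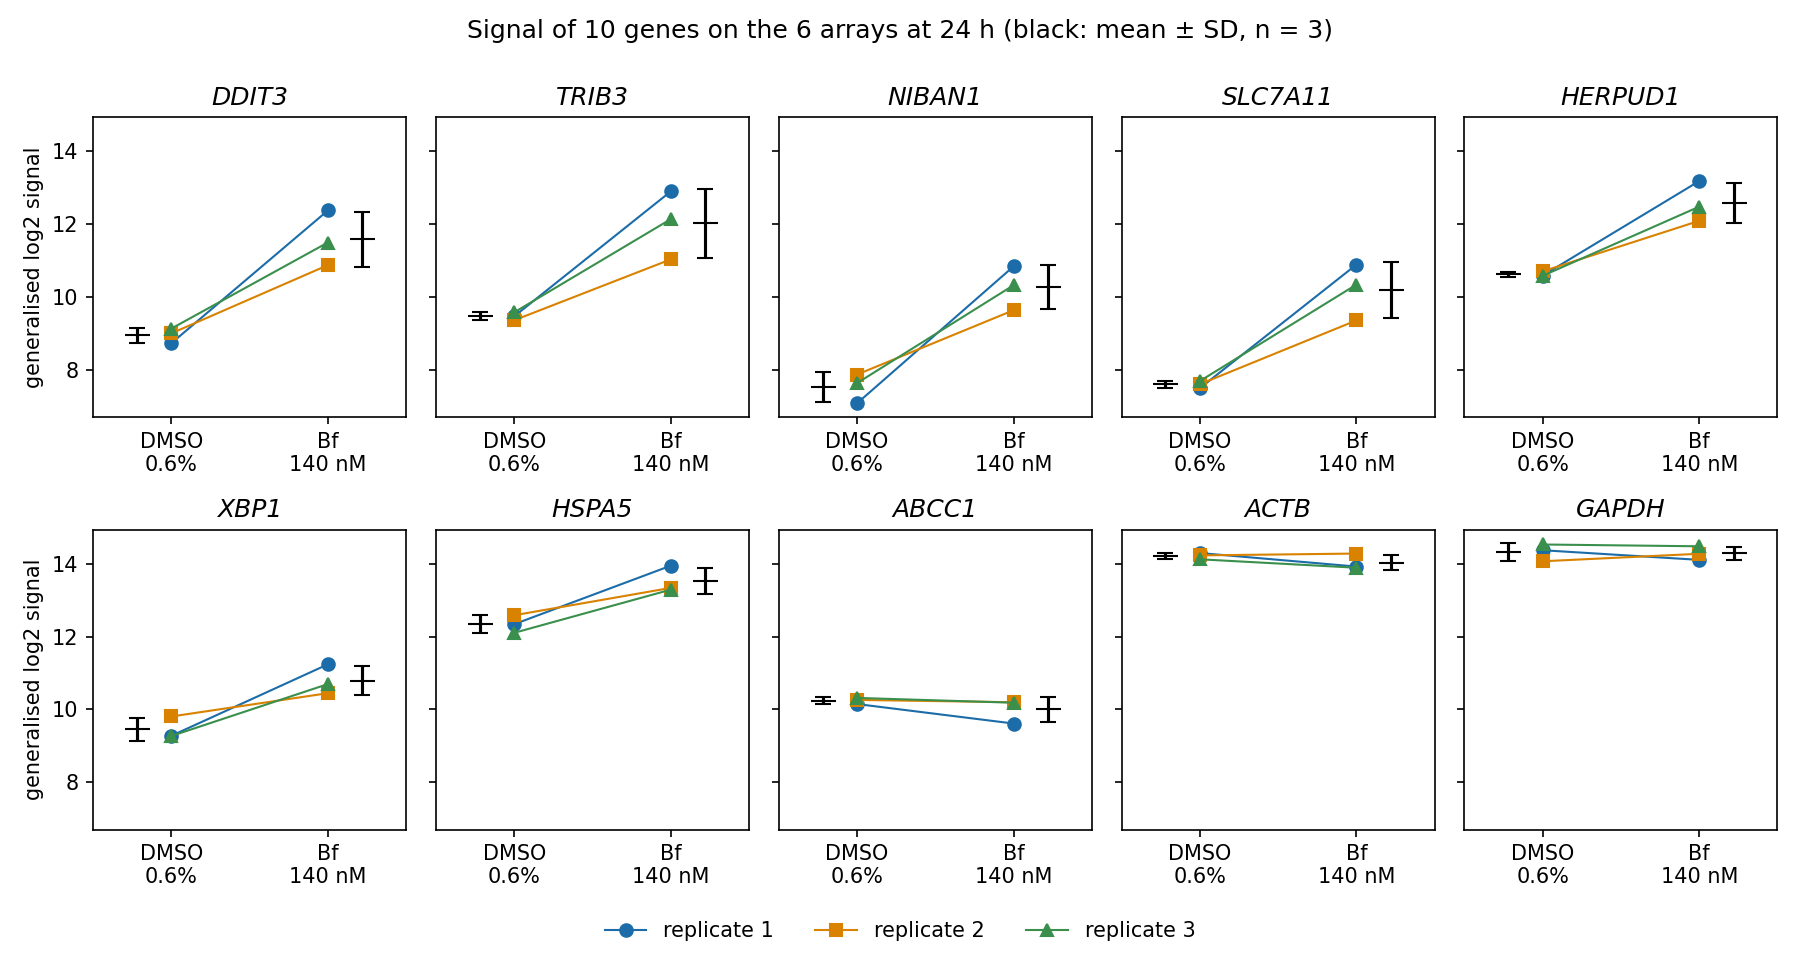
Generalised log2 signal (vertical axis) of 10 genes on each control (DMSO 0.6%) and treated (Bf 140 nM) array at 24 h, with lines joining arrays of the same replicate number and black marks for the mean ± SD of 3 arrays. The treated arrays of *DDIT3* averaged 11.58 against 8.95 in the control, whereas those of *GAPDH* averaged 14.29 against 14.32.

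Gene lists fixed in advance were tested with camera, which compares the members of a list with all other genes. At the preset correlation 13 of the 29 lists were called higher and 6 lower. None of the 29 was called when the correlation between genes was estimated from these arrays, where the smallest adjusted p was 0.180. This version of camera also rests on the 4 residual degrees of freedom of the fit, which limits how small its p can become. Correlation alone does not explain the lost calls. The heat shock list had an estimated correlation of -0.022, below the preset 0.01, yet its adjusted p rose from 0.0384 to 0.193. A call lost in this version thus does not show that a list was unchanged. The list of 21 genes of the ATF4 and CHOP program had the highest median difference, 1.26 log2 units (adjusted p = 1.62e-26, and adjusted p = 0.193 with an estimated correlation). Of its members, 0 passed over all probe sets, whereas 18 rose and 0 fell when p was adjusted over the list alone. With the block, 20 rose over the list alone. Besides *DDIT3*, *TRIB3* and *NIBAN1* these included *CEBPB*, a transcription factor gene that was 4.79-fold higher, and *DDIT4*, an inhibitor of growth signalling that was 4.30-fold higher. *ATF4* itself was 1.63-fold higher. Since at least 10 of the 21 members had already been picked out on these same arrays, the list is not independent evidence of its direction. This count, like those for the other lists, covers only genes in the tables of the original article, which show part of its picks.

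The ER machinery was higher as a group. The 25 chaperones and folding enzymes had a median of 0.56 log2 units (adjusted p = 5.07e-20, and adjusted p = 0.193 with an estimated correlation), and 17 rose and 0 fell adjusted over the list alone. *DNAJB9*, a co-chaperone of BiP, was 3.81-fold higher and *SDF2L1* 2.33-fold higher, whereas *CALR* differed by 0.02 log2 units. Among the 28 genes of ER-to-Golgi transport, with a median of 0.53 log2 units, 19 rose and 0 fell adjusted over the list alone (adjusted p of the list = 1.39e-18, and adjusted p = 0.193 with an estimated correlation). The coat protein gene *SEC24D* was 2.11-fold higher and *ARFGAP3* 1.93-fold. Of the 15 ER-associated degradation genes 7 rose and 1 fell adjusted over the list alone, with *SEL1L* 2.03-fold higher and the ubiquitin-conjugating enzyme gene *UBE2G2* the one that fell, by 0.36 log2 units (list adjusted p = 3.23e-07, and adjusted p = 0.193 with an estimated correlation). For translocation into the ER, 7 of 23 rose and 0 fell adjusted over the list alone, among them *TRAM1* by 0.84 ± 0.21 and *SERP1* by 0.73 ± 0.16 log2 units (list adjusted p = 5.34e-08, and adjusted p = 0.206 with an estimated correlation). Of the 10 stress sensors and their transcription factors 3 rose and 0 fell adjusted over the list alone (list adjusted p = 6.40e-05, and adjusted p = 0.193 with an estimated correlation). The kinase sensor gene *EIF2AK3*, also called PERK, was 2.17-fold higher, whereas *ERN1* differed by 0.13 ± 0.13 log2 units. With the block 23, 24, 10, 13 and 5 members of these 5 lists rose and 0, 0, 1, 0 and 0 fell over the list alone, in the order given. Over all probe sets 0, 0, 1, 0 and 0 rose with the block. Across these 5 lists, at least 8, 11, 4, 6 and 3 members in the order given had been picked out on these arrays before.

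Of 4 lists of amino acid supply and tRNA charging, 3 were called higher. The 18 enzymes of amino acid and one-carbon synthesis had a median of 0.59 log2 units, with 9 rising and 1 falling adjusted over the list alone (list adjusted p = 3.64e-08, and adjusted p = 0.180 with an estimated correlation). Asparagine synthetase, *ASNS*, was 2.51-fold higher, the mitochondrial enzyme gene *PCK2* was 1.99-fold higher, and *MTHFD1* was the gene that fell, by 0.36 log2 units. Cytosolic tRNA synthetases had a median of 0.40 log2 units over 16 genes, of which 5 rose and 0 fell adjusted over the list alone (list adjusted p = 2.12e-05, and adjusted p = 0.233 with an estimated correlation). *WARS1* was 2.75-fold and *SARS1* 2.14-fold higher. The 10 mitochondrial synthetases had a median of -0.03 log2 units, which ranged from -0.06 to 0.01 over the planned settings, and an adjusted p of 0.929. In this list *HARS2* stood at 0.25 ± 0.09 and *NARS2* at 0.16 ± 0.14 log2 units. *NARS2* stood at -0.05 in pairs 2 and 3, and leaving out 1 array moved it to between 0.05 without the UCB array numbered 1 and 0.24 without the UCB array numbered 2. The 21 amino acid transporters had a median of 0.10 log2 units, which ranged from 0.01 to 0.46 over the planned settings and was 0.05 without the UCB array numbered 3, and 5 rose and 0 fell adjusted over the list alone, led by *SLC7A11* and its partner subunit *SLC3A2* at 3.20-fold, or 1.68 log2 units against 1.12 without the UCB array numbered 1 (list adjusted p = 0.000118, and adjusted p = 0.193 with an estimated correlation). With the block 12 enzymes, 9 cytosolic synthetases and 7 transporters rose and 1, 0 and 0 fell over the list alone. Over all probe sets 0, 0 and 1 of them rose with the block. Of these 3 called lists, at least 1 enzyme, 5 synthetases and 4 transporters had been picked out on these arrays before.

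A further 4 lists, of stress and apoptosis genes, were called higher at the preset correlation. Among 21 immediate-early genes, 4 rose and 1 fell without the block and 15 rose and 1 fell with it, both adjusted over the list alone (list adjusted p = 9.21e-08, and adjusted p = 0.233 with an estimated correlation). *CREM* was 2.97-fold and *JUN* 2.65-fold higher, and *MYC* was the one that fell, by 1.35 log2 units. With the replicate block *JUN* passed over all probe sets, with an adjusted p of 0.0472. The 20 NRF2 and glutathione genes had a median of 0.11 log2 units, or 0.22 without the UCB array numbered 3 (list adjusted p = 0.00691, and adjusted p = 0.193 with an estimated correlation). Over the list alone 5 rose and 1 fell without the block, and 8 rose and 2 fell with it. These included *NQO1*, a quinone reductase gene that was 1.92-fold higher, and *GCLM*, of glutathione synthesis, at 1.70-fold, while *PRDX1* fell by 0.53 log2 units. Of 24 autophagy genes 3 rose and 0 fell without the block and 5 rose with it, both adjusted over the list alone (list adjusted p = 2.91e-05, and adjusted p = 0.206 with an estimated correlation). *WIPI1* stood at 2.66-fold and the cargo receptor gene *SQSTM1* at 2.29-fold. The 23 apoptosis regulators had a median of 0.08 log2 units, which ranged from 0.01 to 0.17 over the planned settings. It was 0.01 without probe sets that share sequence and with averaged probe sets, and 0.15 without the UCB array numbered 2. Without the block 0 members passed the threshold in either adjustment, while 2 rose and 1 fell with it over the list alone (list adjusted p = 0.0471, and adjusted p = 0.233 with an estimated correlation). *BID* differed by -0.53 ± 0.19 and *BCL2L13* by 0.51 ± 0.11 log2 units. *BID* stood at -0.31 without the UCB array numbered 1. That list call was lost among the brighter probe sets (0.0622), with the intensity trend (0.0652), without probe sets that share sequence (0.303) and with averaged probe sets (0.0961). It was also lost without the UCB array numbered 1 (adjusted p = 0.293) and without the control arrays numbered 1 (0.131) or 2 (0.0831), and its adjusted p ranged from 0.0247 to 0.303 over the planned settings at the preset correlation. Of these 4 lists, at least 4, 2, 3 and 0 members had been picked out on these arrays before.

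**Figure D2:**
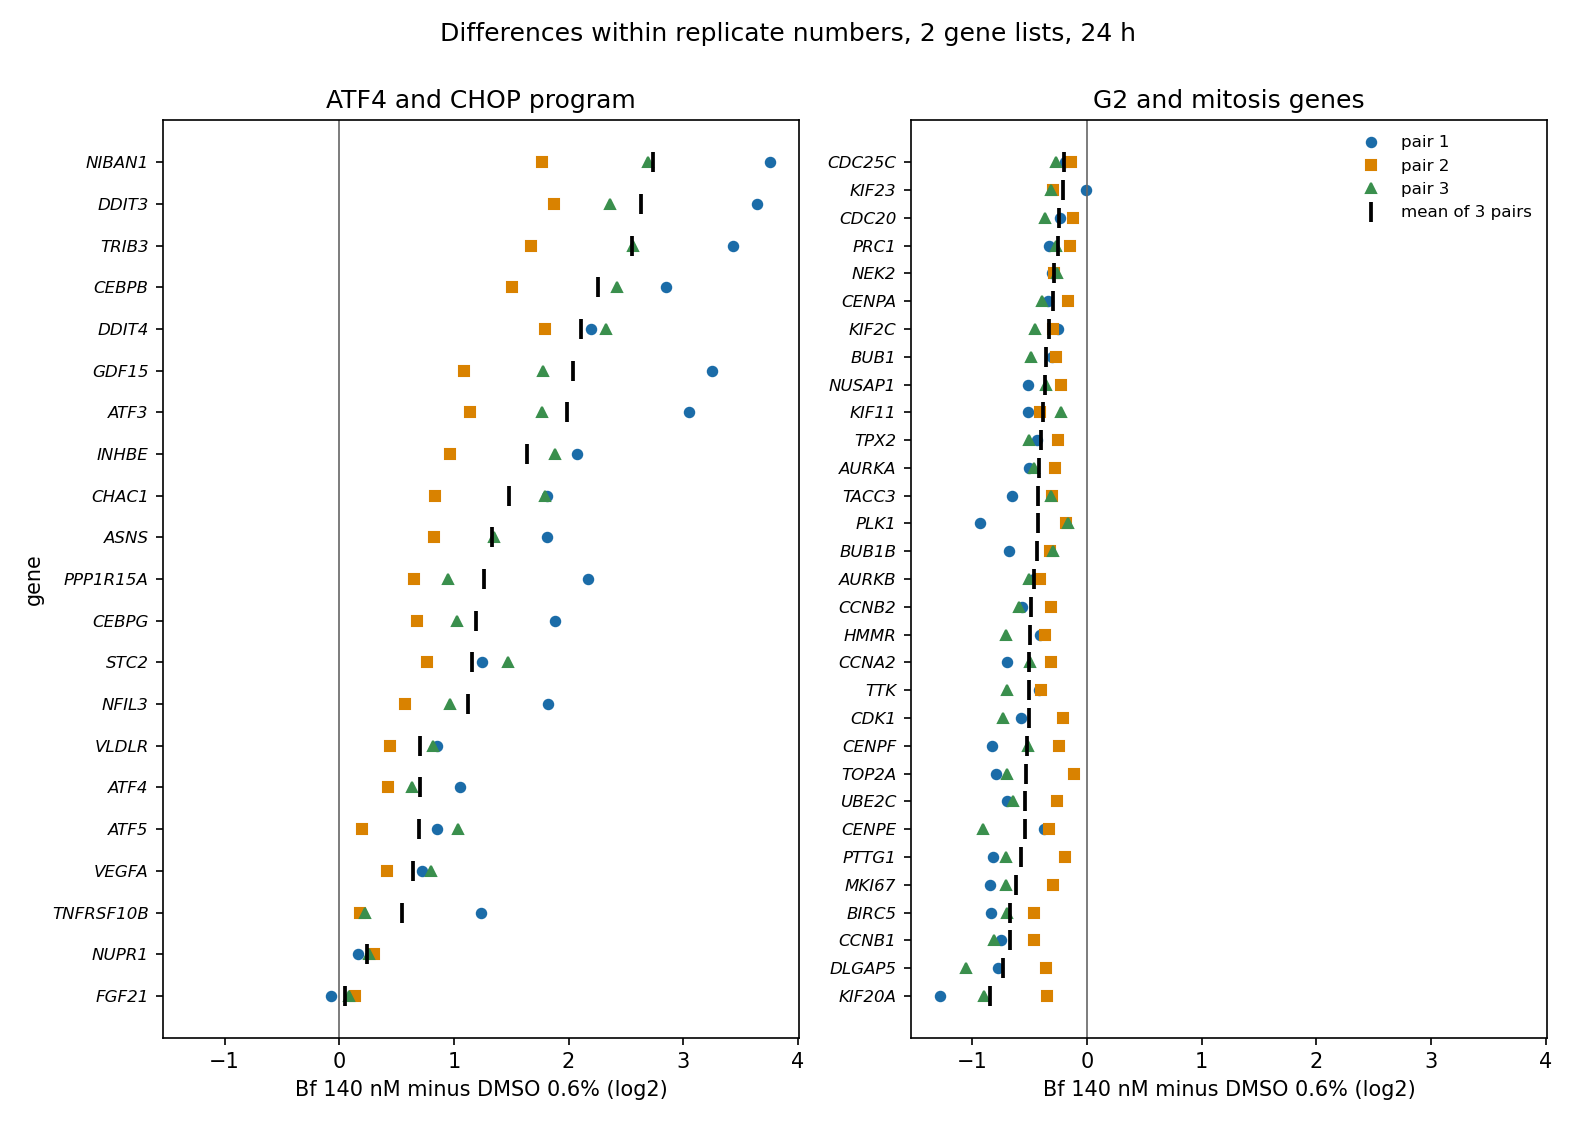
Difference between the treated and the control array of each replicate number (horizontal axis, log2 units; one marker per pair, black bar for the mean of 3 pairs) for each gene of 2 lists. The ATF4 and CHOP genes had a median of 1.26 log2 units and the G2 and mitosis genes one of -0.46.

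Genes of cell division were lower after UCB. The 31 genes of G2 and mitosis had a median of -0.46 log2 units, and the middle of the list, from its lower to its upper quartile, spanned -0.53 to -0.36. By camera the list was lower (adjusted p = 5.04e-25), a call that was lost at an adjusted p = 0.180 with an estimated correlation. With p adjusted over the list alone, 17 members fell and 0 rose, and 30 fell in the fit with the replicate block. Over all probe sets 0 members fell in either fit. The median was -0.51, -0.29 and -0.50 log2 units in pairs 1, 2 and 3. Adjusted over the list alone, *KIF20A*, a kinesin of cell division, fell by 0.84 ± 0.17 log2 units and *DLGAP5*, a spindle protein gene, fell by 0.73 ± 0.13, and the treated arrays of both lay below all 3 controls. None of these 31 genes was in the tables of the original article. The 35 DNA replication genes had a median of -0.31 log2 units (list adjusted p = 2.46e-11, and adjusted p = 0.193 with an estimated correlation). Over the list alone 0 members passed the threshold without the block and 15 fell with it. Over all probe sets 0 fell with the block. *RRM2*, a subunit of ribonucleotide reductase, stood at -0.58 ± 0.21 and the helicase subunit gene *MCM2* at -0.53 ± 0.15 log2 units. In all 3 pairs the median of this list was below 0.

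Genes of the noradrenergic neuroblastoma type were also lower as a list, with a median of -0.20 log2 units over 25 genes (adjusted p = 2.12e-05, and adjusted p = 0.206 with an estimated correlation). Adjusted over the list alone, 1 member fell, the transcription factor gene *HAND1*, by 1.26 ± 0.24 log2 units, and 5 members fell with the block. *DDC*, of catecholamine synthesis, stood at -0.57 ± 0.26 and at -0.26 without the UCB array numbered 1. The median of this list was -0.07 without the UCB array numbered 1, -0.39 without the UCB array numbered 3 and -0.32 without the control array numbered 1. The medians of 45 oxidative phosphorylation subunits, 42 cytosolic ribosomal proteins and 15 heat shock genes were -0.15, -0.10 and -0.17 log2 units. In these lists 0 members passed the threshold in either adjustment. Their list calls had adjusted p of 3.75e-05, 0.000189 and 0.0384, against adjusted p of 0.455, 0.591 and 0.193 with an estimated correlation. *NDUFA2* and *NDUFB7* stood at -0.41 ± 0.22 and -0.40 ± 0.14, *RPLP2* and *RPL10A* at -0.21 ± 0.20 and -0.20 ± 0.11, and *BAG3* and *HSPE1* at 0.42 ± 0.15 and -0.38 ± 0.23 log2 units. Without the UCB array numbered 1, *NDUFA2* stood at -0.17, *RPLP2* at -0.09, *RPL10A* at -0.13 and *HSPE1* at -0.15. Leaving out 1 array moved *RPLP2* to between -0.36 and -0.03, the latter without the control array numbered 3, where *HSPE1* stood at -0.24. The *RPLP2* probe set was dim, with mean signals of 7.10 after UCB and 7.31 in the control, below the array medians. The ribosomal protein call was lost when the arrays were quantile normalised again, where the median was 0.00 log2 units and the adjusted p 0.915, and the heat shock call likewise at 0.137. With array weights both were lost, at 0.226 and 0.0712, and the heat shock call was lost among the brighter probe sets (0.0563), with the intensity trend (0.0676) and without probe sets that share sequence (0.106). Without the control array numbered 3 the adjusted p was 0.238 for oxidative phosphorylation, 0.815 for ribosomal proteins and 0.156 for heat shock genes. Without the UCB array numbered 1 the ribosomal protein call was also lost, at 0.161, and the heat shock call was lost without the UCB array numbered 2 or 3, at 0.0856 and 0.0980. Over the planned settings at the preset correlation the adjusted p ranged from 4.74e-08 to 0.238 for oxidative phosphorylation, from 5.78e-10 to 0.915 for ribosomal proteins and from 0.0117 to 0.156 for heat shock genes, and the lists were called in 14, 11 and 7 of these 15 settings. Their medians ranged from -0.26 to -0.03, from -0.20 to 0.01 and from -0.21 to -0.05 log2 units.

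Among genes with the groups apart and an unadjusted p under 0.01, the 5 lowest did not pass when adjusted over all probe sets. They were *MYC* and *HAND1*, given above with their lists, the G-protein regulator gene *RGS4* at -1.29 ± 0.30, the lipid phosphatase gene *PLPP3* at -1.21 ± 0.34 and *TNS3*, of cell adhesion, at -1.18 ± 0.32 log2 units.

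The replicate block gave 16 called probe sets from 13 genes. Of these, *HERPUD1*, *SLC7A11*, *JUN* and *LUM* were named by the rule fixed in advance, and the others after their values were seen. Higher were *DDIT4*, *SLC7A11*, *CEBPB*, *HERPUD1*, *JUN*, the cadherin gene *FAT1* at 2.97-fold, the inositol kinase gene *ITPKB* at 2.38-fold, *IFRD1* at 2.48-fold and the sterol exporter gene *ABCG1* at 1.83-fold. Lower were probe sets of 4 genes of secreted proteins, with *SFRP1* at -0.89, *VCAN* at -0.75, *LRRC17* at -0.78 and *LUM* at -1.08 log2 units. The adjusted p of these 16 lay between 0.00817 and 0.0472. The list of 24 mesenchymal and Schwann-like markers, a cell type that this line can also give rise to, was not called without the block (adjusted p = 0.0527) and was called lower with it (adjusted p = 0.0201, and adjusted p = 0.402 with the block and an estimated correlation), with a median of -0.05 log2 units. It was called lower in 10 of the 15 planned settings, over which the adjusted p ranged from 0.00489 to 0.471 and the median from -0.24, among the brighter probe sets, to 0.01, without the control array numbered 2. Besides the block these were median centring, both filters on dim probe sets, the intensity trend, array weights, averaging of probe sets, and leaving out the UCB array numbered 2 (0.00489) or the control arrays numbered 1 (0.0317) or 3 (0.0152). Adjusted over the list alone, 0 members passed without the block and 4 fell with it. *COL3A1* stood at -0.85 ± 0.36 and at -0.50 without the control array numbered 1, whereas *VIM* stood at -0.05 ± 0.19 and *COL1A1* at 0.14 ± 0.08 log2 units.

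The remaining 9 lists were not called. Among 21 lysosomal genes (adjusted p = 0.128) 1 rose adjusted over the list alone, with *LAMP3* at 1.14 ± 0.17 and *NEU1* at 0.75 ± 0.21 log2 units. The 20 neuropeptide and vesicle genes (adjusted p = 0.138) had 5 that rose adjusted over the list alone, among them *VGF* at 2.36-fold, while *TAC1* stood at 1.30 ± 0.76 log2 units and at 0.31 without the UCB array numbered 1. That list was called higher without the UCB array numbered 1, at 0.0372, and the inflammatory list without the UCB array numbered 3, at 0.0167, in planned settings that ranged up to 0.435 and 0.491. Of 26 glycolysis and hypoxia genes (adjusted p = 0.929) 1 rose adjusted over the list alone, with *P4HA2* at 0.99 ± 0.16 and *EGLN3* at -0.41 ± 0.27. *EGLN3* stood at -0.69 and -0.21 without the control arrays numbered 1 and 2, and at -0.26 without the UCB array numbered 1. With the block 2 lysosomal genes rose, 6 neuropeptide genes rose and 2 fell, and 2 glycolysis genes rose and 1 fell, each adjusted over the list alone. No member passed over the list alone without the block among 15 p53 targets (adjusted p = 0.929, *GADD45A* 1.31 ± 0.45 and *CDKN1A* 0.66 ± 0.31), 20 sterol genes (0.128, *SCD* 0.55 ± 0.14 and *EBP* -0.46 ± 0.13), 20 bilirubin handling genes (0.905, *HMOX1* 0.77 ± 0.29 and *CYP1B1* -0.36 ± 0.13), 19 inflammatory genes (0.138, *RELB* 0.50 ± 0.12 and *NFKB1* 0.23 ± 0.12) and 28 interferon-stimulated genes (0.527, *IRF7* 0.70 ± 0.17 and *OAS1* -0.54 ± 0.14). With the block 1 p53 target fell, 1 sterol gene rose and 1 fell, and 1 interferon-stimulated gene rose and 2 fell over the list alone. Without the UCB array numbered 1, *GADD45A* stood at 0.76, *CDKN1A* at 0.39, *HMOX1* at 0.41, *CYP1B1* at -0.23 and *NFKB1* at 0.14 log2 units. The median and the mean differed in sign for mitochondrial synthetases (-0.03 and 0.00, tested as higher), p53 targets (-0.02 and 0.07, tested as lower) and bilirubin handling genes (-0.02 and 0.02, tested as lower).

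**Figure D3:**
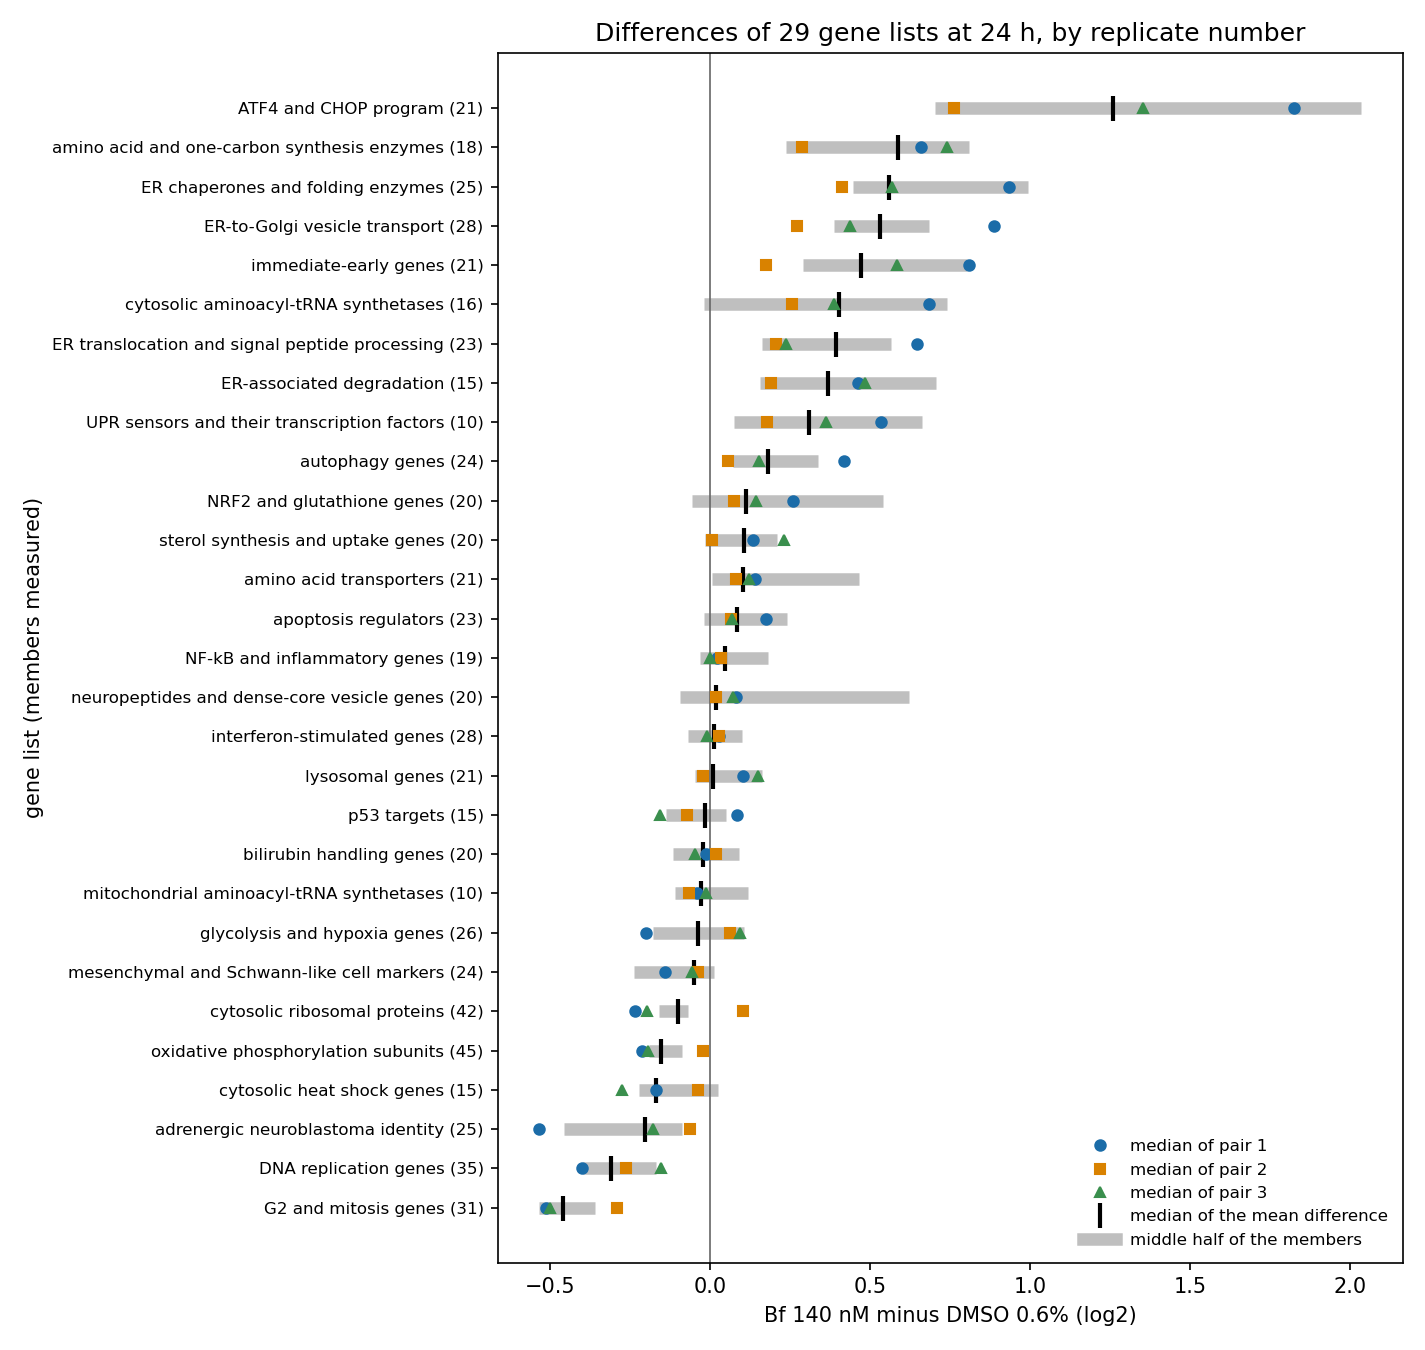
Median difference of each of the 29 gene lists (horizontal axis, log2 units) over the mean of 3 pairs (black bar) and in each pair (coloured markers), with the range from the lower to the upper quartile of the members in grey and the number measured in brackets. The medians ran from -0.46 for G2 and mitosis genes to 1.26 for the ATF4 and CHOP program, and pair 2 gave 0.76 for the latter against 1.82 and 1.35 in pairs 1 and 3.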

Values the study reported

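The study reported 258 probe sets, corresponding to 230 genes, as higher after 24 h of UCB at a false discovery rate of 10%, and no gene as lower. Its fold changes ran from 1.2 to 6.9. At rates of 0%, 5% and 20% it counted 58, 196 and 400 probe sets. It gave fold changes of 6.7 for DDIT3, 6.7 for TRIB3, 2.6 for XBP1, 2.3 for HSPA5 and 4.1 for HERPUD1. For the genes followed by quantitative PCR, it described the fold differences as very similar to its array values. It also reported splicing of XBP1 and mainly nuclear CHOP after UCB. Cell viability was given as 60% already after 1 h of UCB.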

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

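The blocks combined with a filter, another threshold or a left-out pair, the SAM runs on the brighter probe sets and the integrity covariate were chosen after seeing the data. The count of probe sets called by limma stayed at 0 higher and 0 lower after quantile normalisation, median centring, a filter on the lowest 30%, an intensity trend, array weights and a threshold of 0.10. It moved to 5 higher among the brighter probe sets (above the median by mean) and 1 higher without probe sets that share sequence, with 0 lower in both. SAM called 43 higher at 5% and 96 at 10% over all probe sets, and 169 and 229 among the brighter probe sets, with 0 lower each time. Leaving out 1 array gave between 0 and 13 higher and 0 and 0 lower, and the 13 came without the UCB array numbered 2. With the replicate block 12 were higher and 4 lower, with the block at an adjusted p under 0.10 324 and 215, and with the block among the brighter probe sets 335 and 171. With the block and pair 1 left out 225 were higher and 112 lower, but with pair 2 or pair 3 left out 0 and 0, so the blocked counts depend on which pairs enter. The integrity covariate gave 0 and 0. The cause was not tested.

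The number of lists called was 19, and it was between 17 and 20 in the other planned camera settings, where leaving out 1 array gave between 17 and 19. It was 0 for camera with an estimated correlation and 3 for fry, and with the replicate block 20 for camera, 0 with an estimated correlation and 0 for fry. The 3 lists that fry called were the ATF4 and CHOP program, the amino acid and one-carbon enzymes and the G2 and mitosis genes, each at an adjusted p of 0.0449. Of the 19 lists, 15 kept their call and direction in all 15 other planned settings of camera at the preset correlation, and the 4 that did not were the heat shock, apoptosis, oxidative phosphorylation and ribosomal protein lists. For camera at the preset correlation, the block changed no list call other than that of the mesenchymal markers. Of the 10 lists not called, 3 were called in at least 1 planned setting, namely the mesenchymal, neuropeptide and inflammatory lists. Of the 66 named genes only *GAPDH* changed sign where measured, in 4 planned settings, and 8 passed the threshold in at least 1 planned setting. Not all 66 were measured in every setting. Without probe sets that share sequence 42 were, with the filter on the lowest 30% 65 were, and the brighter probe sets also lacked some. Leaving out 1 array moved the difference by over 1.5 times for 19 of the 66, and for 17 of these when it was the UCB array numbered 1. With the block the number of members past the threshold over the list alone differed in 23 of the 29 lists. What the arrays can resolve among dim probe sets is limited by signal over background, for which no detection calls were used here.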

Other observations

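Further members of 2 of the lists are given here. Among the neuropeptide genes, *SCG2*, *CALCB*, *NPY* and *CALCA* were 1.99-fold, 2.26-fold, 1.42-fold and 1.25-fold higher, each at a limma p of 0.0332 adjusted over the list alone, whereas the granin gene *CHGA* stood at -0.76 ± 0.28 and *CHGB* at -0.58 ± 0.37 log2 units. These genes, and those of the next paragraph, were named after their values were seen.

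All 4 probe sets annotated to the proteoglycan gene *DCN* were lower, between -0.45 and -0.88 log2 units. Of 24 mesenchymal markers 0 passed adjusted over the list alone without the block. None of the 62 control probe sets of the array maker passed limma without the block (0 at an unadjusted p under 0.05, smallest adjusted p of 0.998). With the block 0 passed either, at a smallest adjusted p of 0.193. Spike-in controls deviated by replicate number, and this spread enters the test without the block. That test therefore does not show that labelling was equal between groups.

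SAM at a false discovery rate of 10% called 96 probe sets when all were tested, and 22, 43 and 344 at 0%, 5% and 20%. All 4 counts are lower than those quoted from the study above. Among the brighter probe sets, above the median by mean, which stands in for a filter on Present calls, the counts at 0%, 5%, 10% and 20% were 42, 169, 229 and 425 higher, with 4 lower at 20%.

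Of the tests below, those on spike-in controls, on the range of values, on mixing and on replication genes were chosen after their results had partly been seen.

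Same-numbered arrays deviated together, and 57.4% of the variation lay between the numbers. Spike-in controls, which hold no RNA of the cells, also deviated together by number, with correlations from 0.606 to 0.948 over 45 control probe sets, so labelling or hybridisation in common rounds may contribute. RNA integrity remains open: 73.1% of the variation between numbers followed the 3′ to 5′ difference of control genes, and what it left over had 1.92 times the mean square of the residual, between the bounds of 1.5 and 2 set in advance. With 3 numbers this cannot be told apart from any other property that sets number 3 apart. Shared culture days were not tested.

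The pair numbered 2 showed smaller differences, with a slope of 0.449 on the mean of the other pairs over 656 list members. A narrower range of values on these arrays is argued against by the SD over probe sets, which was 0.986 times that of the others. Control RNA or cells mixed into the treated sample numbered 2 would shrink induced and lowered genes by the same share on a linear scale, and pair 2 kept 0.357 of the excess in ATF4 and CHOP genes and 0.580 of the deficit in G2 and mitosis genes, a difference of 0.223 (95% bootstrap interval over genes 0.108 to 0.356). The interval does not cover variation between cultures, and pair 3 against pair 1 gave a larger difference of 0.370, so mixing stays open. A weaker exposure or response in that culture also stays open and was not tested.

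Genes of G2 and mitosis stood lower together. Their median of -0.46 log2 units was at percentile 0 of 10000 random lists matched on mean expression, of which 95% had medians between -0.11 and 0.08, which argues against a normalisation effect tied to signal level. With the 3′ to 5′ difference as a covariate the median kept 103% of its size. For beta-actin this difference was 0.15 and 0.44 after UCB and 0.13 and 0.36 in the control in pairs 1 and 2. The covariate could therefore change little there and does not decide on RNA integrity. In pairs 1 and 2 the median of the list was still -0.51 and -0.29 log2 units. In pair 3, with 1.23 and 0.82 for beta-actin, it was -0.50. The fall was thus also present in pairs whose arrays differed little in this measure. The hypothesis of a smaller share of cycling cells is in line with the DNA replication list, also at percentile 0 of its matched lists, but a lower expression per cell or a loss of dividing cells would give the same values.

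With 3 arrays against 3 there are 10 splits of the arrays, too few for a share under 0.05. The real split called 0 probe sets as higher and 0 as lower, the highest of the other splits also 0, and all 10 splits were as large. The real split called 19 lists and the highest other 17, and 1 of 10 was as large. A pair of other splits reached 17, and 1 of them exchanges only the arrays of pair 2, the pair with the smallest differences. Each other split still sets 2 treated arrays against 1, so its calls hold part of the treatment difference. With the replicate block the real split called 16 probe sets and the 3 others that part all pairs 0, and 1 of 4 was as large. In list calls with the block the real split had 20, and the split that exchanges the arrays of pair 2 had 21. The splits that exchange the arrays of pair 3 and of pair 1 had 10 and 3. At an unadjusted p under 0.05 the real split gave 1728 probe sets, and 3 splits that do not part all pairs gave 1771, 2006 and 2891. The remaining splits that do not part all pairs gave 675, 891 and 1337. The 3 others that part all pairs gave 174, 185 and 102.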
